A study of Rattus norvegicus with 18 samples. Its data were reported in "Extracellular Vesicles from iPSC-Derived Glial Progenitor Cells Prevent Glutamate-Induced Excitotoxicity by Stabilising Calcium Oscillations and Mitochondrial Depolarisation" (2025).

How the data were processed

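RNA was measured in primary neuroglial cultures of the rat brain cortex, which hold neurons together with glial cells. The 18 libraries fall into 6 groups of 3 by the treatment that the labels give. These are Control, Glutamate, Memantine, Glutamate_vesicles, Glutamate_secret and Glutamate_BPC. According to the series' design text, the cultures were used on day 10 in vitro, excitotoxicity was modelled with 100 µM glutamate, and total RNA was taken 4 h after the model was started. Excitotoxicity is the damage of neurons by excess glutamate. Memantine, a blocker of the NMDA type of glutamate receptor, served as the positive control at 100 µM. Its label does not name glutamate, and the design text places it within the glutamate model. Material secreted by glial progenitor cells was added the day before glutamate. The design text names 3 such preparations, extracellular vesicles, proteins of the fraction from 3 to 100 kDa, and the total secretome. The labels identify the vesicle group, but they do not say which of Glutamate_secret and Glutamate_BPC received the protein fraction and which the total secretome. These names are therefore used as given.

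The deposited values are expected counts, meaning estimated counts of reads per gene that need not be whole numbers. According to the methods of the paper, the authors trimmed the reads with Trimmomatic and Cutadapt, quantified them with Salmon in mapping mode against Ensembl rat transcripts with the genome as a decoy, and summed the transcripts to genes with tximport. The version of Salmon is not given in the sources used here. The values carry no scaling between libraries. The sources differ on the sequencing platform, since the paper and the labels name different instruments and library kits, so that no property of the platform was used. The libraries were taken to be those of the paper, which states that its transcriptomic data were placed in the same archive and has corresponding groups and numbers of replicates. Both sources describe libraries of messenger RNA. Strand was not stated for the counting, and counts of overlapping genes can be shared.

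Each file held 31463 rows in the same order. Most names were gene symbols, and 5581 rows carried transcript identifiers. These held on average 1.60% of a library's counts and at most 2.91%. Library totals differed from whole numbers by at most 0.073. Counts were rounded to whole numbers before the tests. The test design had been written for counts, and expected counts were treated in the same way after rounding. A RefSeq gene table of the assembly GRCr8 was used to recognise ribosomal RNA rows and gene names. It belongs to another build than the one used by the authors, so that no coordinates are given. Of the tested genes, 90.5% matched a symbol in it. It listed 78 rows of the files as ribosomal RNA (rRNA).

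Genes were tested with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr (minimum count 10, minimum total count 15), which left 14398 genes. Library sizes were scaled by the trimmed mean of M values (TMM). A model with 1 mean per group was fitted to all 18 libraries, and the quasi-likelihood test was used in its two-sided form with Benjamini-Hochberg adjustment. Genes with an adjusted p below 0.05 were called changed. The study used a likelihood-ratio test of edgeR, which was run as an alternative because it takes the estimated dispersions as known. A second criterion, an unadjusted p below 0.05 with a fold change above 1.5 in either direction, was counted beside it. CPM values were those of the cpm function of edgeR at the TMM-scaled library size, and values on the log2 scale used a prior count of 2. Given are means with the standard deviation (SD) and log2 fold changes with the standard error (SE) from the quasi-likelihood F statistic. The 10 comparisons were Glutamate with Control, each of the 4 treated groups with Glutamate, each of them with Control, and Glutamate_vesicles with Memantine. An F test of edgeR addressed differences among the 3 preparations.

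The groups, tests, comparisons, gene lists, rules for named genes and most alternatives were fixed before the data were examined. Genes were named by rule. For Glutamate against Control and for each treated group against Glutamate, the rule takes the 3 highest and the 3 lowest fold changes among changed genes with a mean log2 CPM of at least 1 and group ranges without overlap. Where no gene was called, it takes the 2 genes with the smallest p. In 1 comparison, 1 of these is not reported here. In addition, 10 fixed genes were reported for Glutamate against Control, namely Fos, Arc, Npas4, Bdnf, Atf3, Ddit3, Hmox1, Timp1, Gfap and Snap25. Gja5 and Dysf against Control were named after their values were seen, because only these were called there.

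The share of glutamate-responsive genes that moved toward Control was computed for each treated group. It was meant for called genes, with the 500 genes of smallest p as the alternative. No gene was called, so the 500 genes were used. All treated groups were compared with the same Glutamate libraries, and the share under no treatment effect was therefore simulated from negative binomial counts with the fitted means and dispersions. Counts were drawn for each gene on its own. Held-out recovery was computed for each replicate number with 100 genes in each direction chosen from Control and Glutamate libraries of the other numbers. The score was the mean log2 CPM of genes higher in Glutamate minus that of genes lower in Glutamate, and recovery was the distance from Glutamate as a percentage of the distance to Control. These values were tested with exact two-sided permutation tests.

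For the analysis of functions and cell types, 19 gene lists were tested with camera of limma 3.58.1 on voom values, with an inter-gene correlation of 0.01 and adjustment over all 95 tests of 5 comparisons. The lists covered immediate early genes, later activity genes, endoplasmic reticulum stress, hypoxia and glycolysis, oxidative stress, heat shock, inflammation, extracellular matrix, synapse, calcium transport, PI3K-Akt signalling, apoptosis, cholesterol synthesis, mitochondrially encoded genes, neurons, astrocytes, microglia, the oligodendrocyte lineage, and fibroblasts with mural cells. The lists were written after the paper had been read, and 12 of them hold genes that the study singled out from these libraries. Such genes make up 8 of the 16 tested genes of the extracellular matrix list, 8 of the 14 of calcium transport and 7 of the 16 of the synapse list. The lists were therefore also tested without these genes.

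Replicate numbers in the labels are the same in all groups. Whether they pair the libraries was checked by correlating deviations from the group means across genes. Every same-numbered pair exceeded a correlation of 0.1 in 5 of the 10 comparisons, namely Memantine, Glutamate_secret and Glutamate_BPC with Glutamate, and Glutamate_vesicles with Control and with Memantine. The pairing of these rests on the values alone, since the labels do not say that a number marks a shared culture or day. The study describes a batch correction before clustering of libraries with these treatments, without stating there which libraries form a batch. For its separate comparison of cultures without glutamate, it names the day as the variable that was removed. No libraries of a group agreed within sampling noise, since the lowest chi-square per degree of freedom was 37.15, and all 18 were kept.

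Alternatives were DESeq2 1.42.0 (for the comparison among the preparations in its likelihood-ratio form), the likelihood-ratio test of edgeR, RLE size factors, no filter on low counts, fits of only the compared groups, the replicate number as a block, and each library left out in turn. Removal of rRNA rows, the log2 rRNA share of a library as a covariate, and DESeq2 with the block were added after the data were seen. A correction for gene length was not run because no gene lengths of the build concerned were used here. The scripts were tested on simulated data with the means, sizes and dispersions of these libraries and 200 genes changed 4-fold between Glutamate and Control. At the fitted dispersions, the quasi-likelihood test recovered 4% of them (13997 genes) with a false share of 0%, which rests on few calls. The likelihood-ratio test recovered 42% with a false share of 26.3%, and DESeq2 recovered 51% with a false share of 34.6%. With the dispersions left after the replicate block, the quasi-likelihood test recovered 76.5% of the changed genes (13852 genes) with a false share of 3.77%. The likelihood-ratio test then recovered 85% with a false share of 11.9%, and DESeq2 84.5% with 13.8%. Figures were drawn with matplotlib 3.10.9.

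Library totals lay between 8409574 and 17206354 counts. Intervals for shares of counts are Wilson intervals at 95% and cover counting error only, as do limits from a count of 0, which allow up to 3 counts over the group.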

Results

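Gene expression was measured by RNA sequencing in 18 libraries of rat cortical neuroglial cultures, 3 in each of 6 groups. Untreated cultures formed the Control group, and cultures exposed to 100 µM glutamate formed the Glutamate group. In the other 4 groups, glutamate was combined with memantine, with extracellular vesicles of glial progenitor cells (Glutamate_vesicles), or with 1 of the remaining secreted preparations, which the labels call Glutamate_secret and Glutamate_BPC. Which of the latter was the protein fraction and which was the total secretome is not settled by the labels. Libraries are named below by group and replicate number. Total counts ranged from 8409574 in Control 1 to 17206354 in Glutamate_vesicles 2. The number of genes with a count was 14318 in Control 1 and 17445 in Control 2, the lowest and highest values.

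The libraries differed in their share of ribosomal RNA. It ranged from 3.04% of counts in Glutamate_secret 2 (95% Wilson interval 3.03% to 3.05%) to 43.0% in Control 1 (42.98% to 43.05%). The mean share was 18.8% ± 21 (SD, n = 3) in Control, 15.2% ± 6.45 in Glutamate and 8.96% ± 4.86 in Memantine. It was 8.44% ± 4.37 in Glutamate_vesicles, 15.2% ± 11.8 in Glutamate_secret and 14.0% ± 5.98 in Glutamate_BPC. The differences between group means were within the spread of the Control libraries. TMM factors ranged from 0.417 in Control 1 to 1.58 in Memantine 2.

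**Figure D1:**
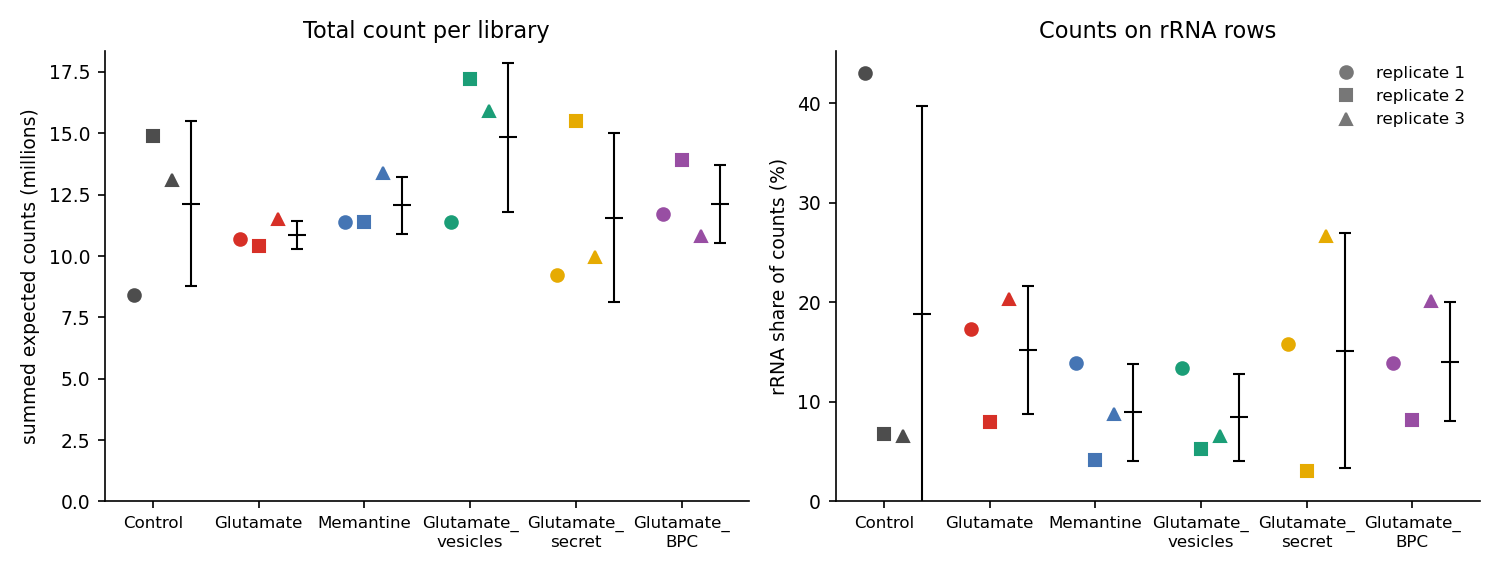
Total expected counts per library (left) and the percentage of counts on ribosomal RNA rows (right) for the 6 groups, with 1 point per library, the replicate number as the symbol, and the mean with SD in black. The ribosomal RNA share of Control 1, 43.0%, lies above those of the other libraries, and the lower SD bar of Control is limited by the axis at 0.

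Principal component analysis of log2 CPM values gave a first component with 53.7% of the variance and a second with 18%. The first component did not separate the groups. It followed the replicate number in part, with values from -100.01 to -38.89 for number 1, from 28.5 to 152.5 for number 2 and from -106.6 to 63.2 for number 3. The rRNA share also differed between numbers, from 13.4% to 43.0% for number 1 and from 3.04% to 8.15% for number 2. It correlated with the log2 rRNA share across the 18 libraries (Pearson r = -0.85, Spearman rho = -0.85, permutation p = 1e-05 and 3e-05). For r this is the smallest value that 100000 permutations can give. Without Control 1 and Glutamate_secret 2, which were farthest from the median share, r was -0.88. Within replicate numbers, r was -0.38 for number 1, -0.43 for number 2 and -0.85 for number 3, each over 6 libraries of different groups, so that the relation was weaker within numbers 1 and 2. Over all libraries, centred within numbers, r was -0.65 (permutation p within numbers 0.012, adjusted 0.018). In total 3 relations to this component were examined. For the share of ribosomal protein genes r was -0.90 (rho = -0.86), or -0.84 without Memantine 2 and Glutamate 2, and the within-number values were -0.24, -0.94 and -0.90. For the log2 total count r was 0.59 (rho = 0.64), or 0.54 without Glutamate_vesicles 2 and 3, and the within-number values were 0.72, -0.54 and 0.78, which differ in sign. Centred in the same way, r was -0.75 for the ribosomal protein share (adjusted permutation p = 0.00084) and 0.25 for the total (0.37). The permutation p values of the pooled r and rho were 1e-05 and 3e-05 for the ribosomal protein share and 0.01 and 0.005 for the total. The adjusted values over the 3 relations were 1.5e-05, 1.5e-05 and 0.01 for r, and 4.5e-05, 4.5e-05 and 0.005 for rho.

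**Figure D2:**
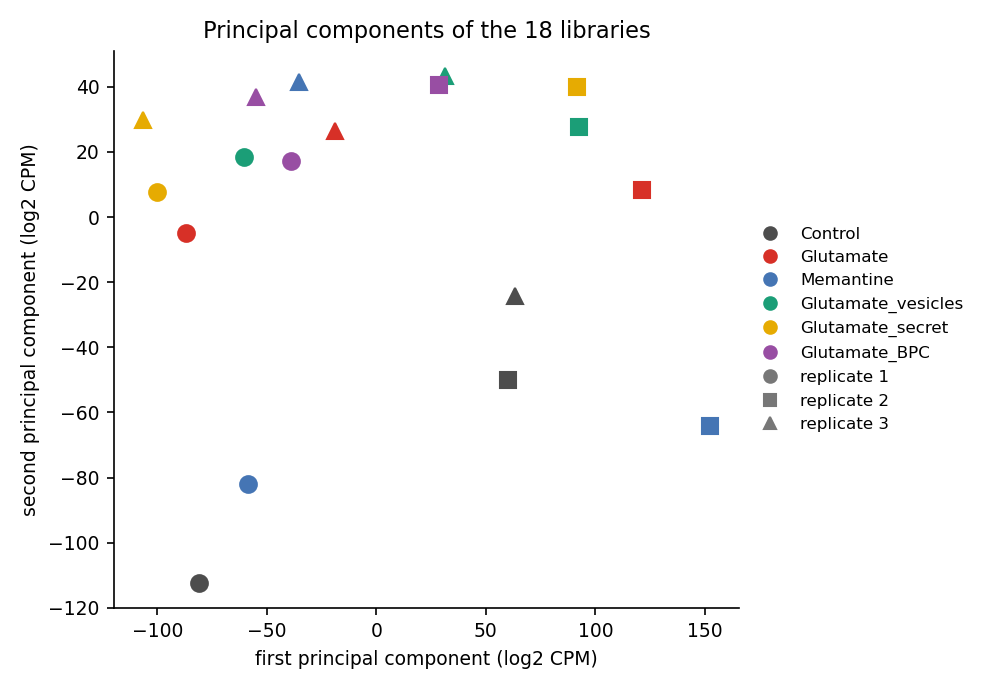
First against second principal component of the log2 CPM values of the 18 libraries, coloured by group, with the replicate number as the symbol. The second component places Control and 2 Memantine libraries (1 and 2) below the other libraries, and the first spreads the libraries within each group.

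The comparison of Glutamate with Control addressed the effect of the excitotoxicity model itself. The quasi-likelihood test of edgeR called 0 of 14398 genes at an adjusted p below 0.05, and the smallest adjusted p was 0.261. An unadjusted p below 0.05 was found for 1167 genes, where independent tests without pairing would give 720 by chance. DESeq2 called 232 genes, and the likelihood-ratio test of edgeR called 45. Of these alternatives, DESeq2 moved the count most. With a fold change above 1.5, the unadjusted criterion gave 1162 genes, of which 303 were higher and 859 lower in Glutamate. Without Glutamate 3 this number was 729. The CPM ranges of the groups did not overlap for 12.2% of genes, where libraries without pairing would give 10% by chance. LRRTM1 was among the genes with the smallest p. It had 6.16 ± 0.87 CPM in Glutamate and 29.7 ± 4.41 CPM in Control (SD, n = 3 each), with a log2 fold change of -2.27 (SE 0.40, edgeR adjusted p = 0.261). It was called by DESeq2 (adjusted p of 4.8e-05).

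Of the 10 genes fixed in advance, Npas4 did not pass the filter on low counts, with 10 counts over the Control libraries and 3 over the Glutamate libraries. Of the 9 tested, 5 had an unadjusted p below 0.05. In edgeR 2 were called when adjusted over the list alone and 0 over all genes tested. Fos, Hmox1, Timp1 and Snap25 were singled out by the study, and its libraries are taken to be these, so that the first count is not independent evidence. Fos had 50.4 ± 26.9 CPM in Glutamate and 11.6 ± 2.32 CPM in Control, a log2 fold change of 2.13 (SE 0.44, edgeR adjusted p = 0.261). Fos was called by DESeq2 (0.00106) and by the likelihood-ratio test (0.0161). Atf3 had a log2 fold change of 2.09 (SE 0.53, edgeR adjusted p = 0.282) and was called by DESeq2 (0.0151). The remaining log2 fold changes in edgeR were 2.29 for Timp1, 1.40 for Hmox1, 1.24 for Arc, 1.09 for Bdnf and for Gfap, 0.67 for Ddit3 and -2.15 for Snap25. Their adjusted p values ranged from 0.450 for Snap25 to 0.999 for Ddit3. Timp1 had 414, 24.6 and 115 CPM in Glutamate 1, 2 and 3, against 20.4 to 51.9 CPM in Control. The size of its fold change rested most on Glutamate 1. The direction of Ddit3 rested on Glutamate 1, without which the log2 fold change was -0.45. Without Control 1 it was 1.45.

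**Figure D3:**
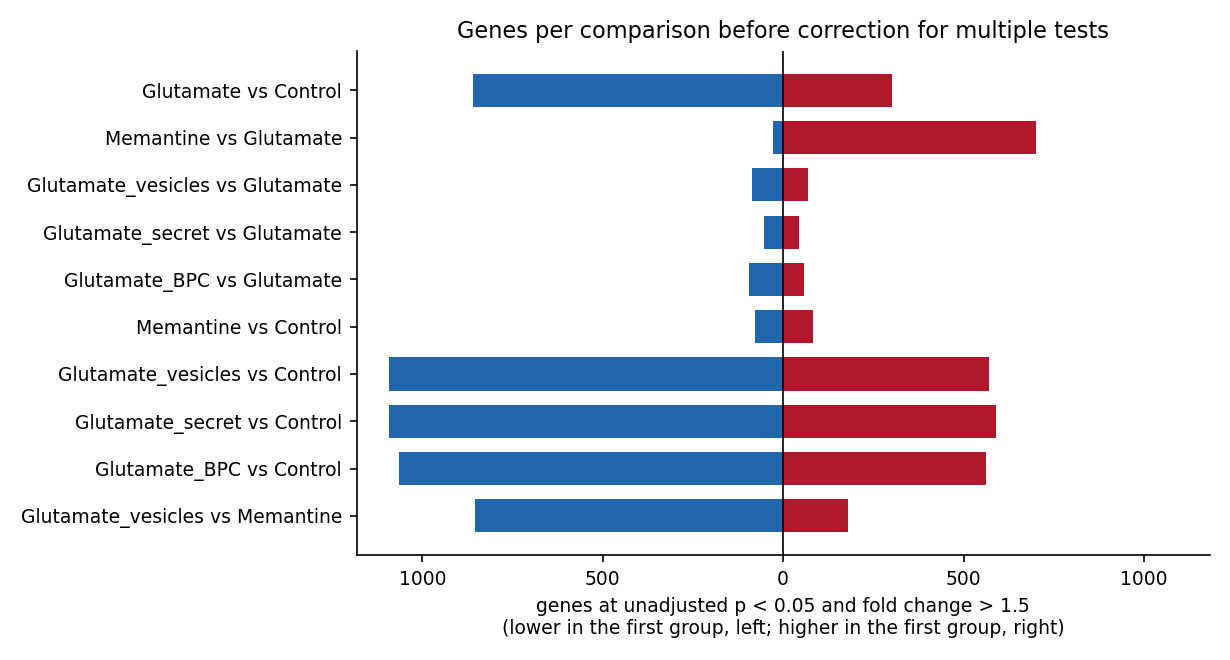
Number of genes per comparison with an unadjusted edgeR p below 0.05 and a fold change above 1.5, drawn to the right when higher and to the left when lower in the first group named. Memantine against Glutamate has 700 genes higher and 29 lower, and Glutamate against Control has 303 higher and 859 lower, before correction for multiple tests.

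Memantine was compared with Glutamate as the positive control of protection. The quasi-likelihood test of edgeR called 0 genes (smallest adjusted p 0.611). At an unadjusted p below 0.05 there were 731 genes, where independent tests without pairing would give 720 by chance. DESeq2 called 2 genes and the likelihood-ratio test 0. With the fold change criterion the number was 729, 700 higher and 29 lower in Memantine. The replicate numbers paired these libraries, and with the number as a block the criterion gave 1146 genes, while 0 were called at the adjusted p. The outcome depended on Memantine 3. Without it, edgeR called 254 genes (236 higher and 18 lower), and the unadjusted criterion gave 1976. That criterion gave 416 genes without Glutamate 3 and 469 without Memantine 1. The CPM ranges did not overlap for 2.86% of genes. The 10% that chance gives holds for libraries without pairing, so that a share below chance is not shown. Klhdc8a and Sstr3 had the smallest p. Klhdc8a had 7.08 ± 4.95 CPM in Memantine and 0.935 ± 0.318 CPM in Glutamate (SD, n = 3 each), a log2 fold change of 2.92 (SE 0.63, edgeR adjusted p = 0.611). It was called by DESeq2 (0.02) and, without Memantine 3, by edgeR (0.0189). Sstr3 had 46 counts over the Memantine libraries and 0 over the Glutamate libraries. With 3 counts over the group as the limit, it was at least 12.6-fold higher in Memantine (edgeR adjusted p = 0.611). Of the 46 counts, 30 were in Memantine 1 and 1 in Memantine 3. The bound was 5.64-fold without Memantine 1 and 6.70-fold without Glutamate 2. Without Memantine 3 its adjusted p was 0.0183.

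Memantine was also compared with Control, to see what distance remained from untreated cultures. The quasi-likelihood test of edgeR, its likelihood-ratio test and DESeq2 each called 0 genes, and 161 genes had an unadjusted p below 0.05. All 161 passed the fold change criterion, 83 higher and 78 lower in Memantine. That number was 389 without Control 3, 710 without Memantine 2 and 433 without Memantine 3.

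Glutamate_vesicles was compared with Glutamate for the effect of the vesicle preparation. The quasi-likelihood test of edgeR called 0 genes (smallest adjusted p 0.558). At an unadjusted p below 0.05 there were 155 genes, where independent tests without pairing would give 720 by chance. A count below chance is not shown, because the libraries of numbers 1 and 2 deviated together (r = 0.77 and 0.84). DESeq2 called 3 genes and the likelihood-ratio test 2. All 155 passed the fold change criterion, 69 higher and 86 lower in Glutamate_vesicles. That number was 91 without Glutamate 3 and 51 without Glutamate_vesicles 3. The CPM ranges did not overlap for 6.27% of genes, where libraries without pairing would give 10% by chance. Gja5 and Dysf had the smallest p. Gja5 had 18.5 ± 4.42 CPM in Glutamate_vesicles and 1.41 ± 0.93 CPM in Glutamate (SD, n = 3 each), a log2 fold change of 3.74 (SE 0.66, edgeR adjusted p = 0.558). Dysf had 57.8 ± 21.7 CPM and 10.5 ± 2.65 CPM, a log2 fold change of 2.46 (SE 0.46, edgeR adjusted p = 0.558). Both were called by DESeq2 (4.3e-06 and 0.000341) and by the likelihood-ratio test (0.00105 and 0.00977).

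The vesicle group was further compared with Control and with Memantine. Against Control, edgeR called 2 genes, Gja5 and Dysf, both higher in Glutamate_vesicles (adjusted p = 0.0215 each). The log2 fold changes were 5.45 (SE 0.74) and 3.44 (SE 0.49), and both genes were named after their values were seen. In Control, Gja5 had 0.394 ± 0.269 CPM and Dysf 5.26 ± 1.72 CPM. Neither was called after leaving out Control 1, Control 2, Control 3, Glutamate_vesicles 1 or Glutamate_vesicles 3. The count was 0 in each of these cases. By their correlations (r = 0.60, 0.50 and 0.21 at numbers 1, 2 and 3), the replicate numbers paired these libraries. After the rRNA trend was removed, r was -0.52, -0.48 and 0.02, so that pairing apart from the rRNA share is not shown. With the number as a block, 538 genes were called (139 higher and 399 lower). DESeq2 called 495 and the likelihood-ratio test 160. The unadjusted p was below 0.05 for 1670 genes, of which 1665 passed the fold change criterion (572 higher and 1093 lower), against 2817 with the block. Without Glutamate_vesicles 3 that number was 939. The ranges did not overlap for 19.5% of genes, where libraries without pairing would give 10% by chance. Against Memantine, edgeR called 0 genes and 1 with the replicate block. DESeq2 called 88 and the likelihood-ratio test 11, and 1039 genes had an unadjusted p below 0.05. The fold change criterion gave 1035, 180 higher and 855 lower in Glutamate_vesicles, and 1777 with the block. Without Memantine 3, edgeR called 357 genes. The unadjusted criterion then gave 2369 genes, and it gave 584 without Memantine 1 and 453 without Glutamate_vesicles 3.

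Glutamate_secret was compared with Glutamate for the effect of this preparation. The quasi-likelihood test of edgeR, its likelihood-ratio test and DESeq2 each called 0 genes. There were 98 genes at an unadjusted p below 0.05, of which 97 passed the fold change criterion (45 higher and 52 lower). With the replicate number, which paired these libraries, as a block, 463 passed it. That number was 210 without Glutamate 1, 957 without Glutamate_secret 2 and 61 without Glutamate_secret 3. The CPM ranges did not overlap for 3.41% of genes. Libraries without pairing would give 10% by chance, so that a share below chance is not shown. Gemin7l1 and Fbln2 had the smallest p. Gemin7l1 had 78 counts over the Glutamate_secret libraries and 0 over the Glutamate libraries, which makes it at least 25.5-fold higher (edgeR adjusted p = 1). The bound was 13.6-fold without Glutamate 2 and 49.3-fold without Glutamate_secret 2. Fbln2, a gene of the extracellular matrix, had 1010 ± 750 CPM in Glutamate_secret and 187 ± 102 CPM in Glutamate (SD, n = 3 each). Its log2 fold change was 2.43 (SE 0.66, edgeR adjusted p = 1). Glutamate_secret 1, 2 and 3 had 723, 447 and 1862 CPM, each above the highest Glutamate value of 304 CPM. The size of the fold change rested most on Glutamate_secret 3. Against Control, edgeR called 0 genes, DESeq2 449 and the likelihood-ratio test 223, and 1692 genes had an unadjusted p below 0.05. Of these, 1683 passed the fold change criterion (591 higher and 1092 lower). That number was 1057 without Control 2, 2627 without Glutamate_secret 2 and 1059 without Glutamate_secret 3. The ranges did not overlap for 15.9% of genes.

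Glutamate_BPC was compared with Glutamate in the same way. The quasi-likelihood test of edgeR and its likelihood-ratio test called 0 genes and DESeq2 called 1. There were 154 genes at an unadjusted p below 0.05, of which 153 passed the fold change criterion (57 higher and 96 lower). With the replicate number, which paired these libraries too, as a block, 481 passed it. That number was 232 without Glutamate 1, 89 without Glutamate 2, 92 without Glutamate_BPC 1 and 98 without Glutamate_BPC 3. The CPM ranges did not overlap for 7.13% of genes. Libraries without pairing would give 10% by chance, so that a share below chance is not shown. The gene Cpm (carboxypeptidase M) had 6.80 ± 1.58 CPM in Glutamate_BPC and 22.8 ± 1.84 in Glutamate (SD, n = 3 each), a log2 fold change of -1.74 (SE 0.37, edgeR adjusted p = 1), and was the gene called by DESeq2 (0.0231). Fgfbp3 had 14.6 ± 3.10 CPM and 6.12 ± 1.61 CPM, a log2 fold change of 1.26 (SE 0.34, edgeR adjusted p = 1). Against Control, edgeR called 0 genes, DESeq2 256 and the likelihood-ratio test 61, and 1632 genes had an unadjusted p below 0.05. Of these, 1628 passed the fold change criterion (562 higher and 1066 lower). That number was 952 without Glutamate_BPC 3. The ranges did not overlap for 24.9% of genes.

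The 3 preparations were compared with each other in 1 F test. It called 0 genes in edgeR and 0 in DESeq2 and in the likelihood-ratio test. At an unadjusted p below 0.05 there were 55 of 14398 genes. Of 60 drawn regroupings of the 9 libraries, the real one included, 33 gave as many, so that a count below chance is not shown.

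The 500 genes with the smallest p in Glutamate against Control comprised 84 genes higher and 416 lower in Glutamate, and the largest unadjusted p among them was 0.0152. The share of these genes that lay closer to Control in direction was 98.8% in Memantine, 59.2% in Glutamate_vesicles, 48.8% in Glutamate_secret and 69.8% in Glutamate_BPC. Between libraries of a group the share had an SD of 24.5, 9.99, 8.72 and 11.5 percentage points. Because the genes were chosen with the same Glutamate libraries, groups without any treatment effect also move toward Control. Simulated unchanged groups gave 74.3% on average (69.6% to 78.2% over 100 values) with the fitted effect of glutamate, and 71.5% (65.8% to 76.4%) when the replicate number was simulated as well. With no effect of glutamate at all, they gave 89.5% (84.8% to 93.6%). Memantine lay above the 3 ranges and Glutamate_vesicles and Glutamate_secret below them. Glutamate_BPC lay within the first 2 and below the last. Genes were drawn independently in the simulations, apart from the effects of group and replicate number. Real genes varied together, with 53.7% of the variance on the first principal component. The ranges may therefore be too narrow, and a place outside them does not show a treatment effect. The Memantine libraries taken singly ranged from 54.6% to 98.8%. With the log2 rRNA share as a covariate, the shares of Glutamate_vesicles and Glutamate_secret were 70.8% and 63.4%. The simulated ranges do not include this covariate. Without Glutamate 1 they were 83.2% and 72.2%, and that of Glutamate_BPC was 87.6%.

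Held-out recovery expresses where a library lies between Glutamate (0%) and Control (100%) on genes chosen without libraries of its number. It was 119% ± 115 (SD, n = 3) in Memantine, -9.21% ± 38.6 in Glutamate_vesicles, -15.7% ± 26.2 in Glutamate_secret and 3.64% ± 69.5 in Glutamate_BPC. The exact sign-flip permutation tests gave p = 0.5, 1, 0.5 and 0.75, where 3 libraries cannot give less than 0.25. Memantine had 223% and 140% for replicates 1 and 2 and -4.39% for replicate 3. Without replicate 1 its mean was 67.6%, and without replicate 3 it was 181%. Each percentage divides by the distance between Glutamate and Control of its number, which was smallest at number 1. The scores there were 2.01 and 1.03, against 0.313 and -2.05 at number 2 and 2.47 and -0.204 at number 3. Percentages of number 1 are therefore the most enlarged. The exact permutation tests of Memantine against Glutamate_vesicles, Glutamate_secret and Glutamate_BPC gave p = 0.2, 0.2 and 0.3, with 0.1 as the smallest possible value. None of these differences exceeded the spread between libraries in the test, which did not pair the replicate numbers. Memantine was higher than Glutamate_vesicles at each number (-4.39% against -29.1% at number 3). At number 3 it was lower than Glutamate_secret (14.2%) and Glutamate_BPC (7.09%).

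**Figure D4:**
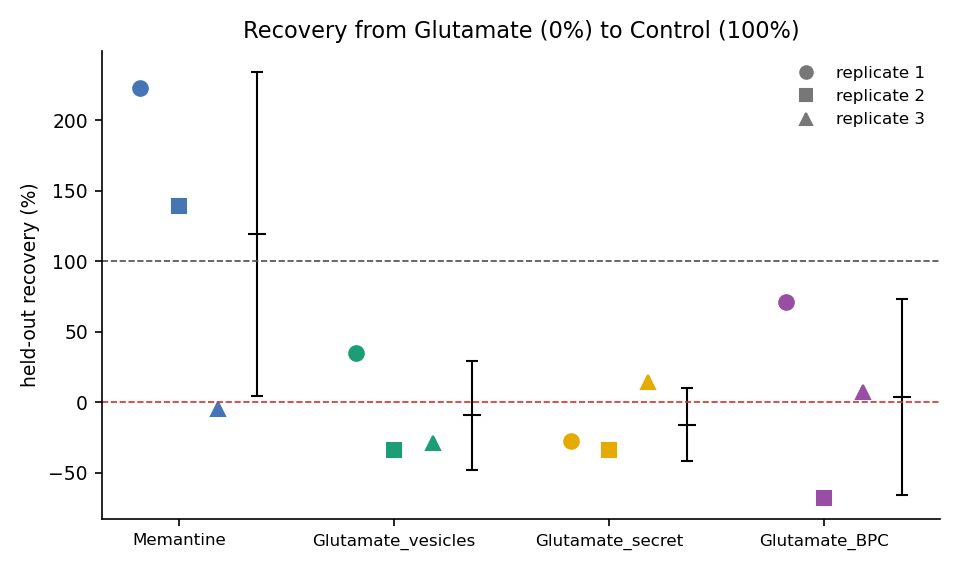
Held-out recovery in percent for the libraries of the 4 treated groups, with Glutamate at 0% and Control at 100% (dashed lines), the replicate number as the symbol, and the mean with SD in black. Memantine 1 and 2 lie above 100% and Memantine 3 lies at -4.39%, near the Glutamate line.

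Of the 95 tests of gene lists, camera called 24. The fry test, which takes the correlation between genes from the data, called 0, and camera with an estimated correlation called 1, the extracellular matrix list in Glutamate_vesicles against Glutamate (adjusted p = 0.037). Of the 221 genes tested, 39 were singled out by the study, and the lists that hold them are not independent evidence, since its libraries are taken to be these. Without these study-named genes camera called 14, all among the 24. In Glutamate against Control, 9 lists were called. Higher were immediate early genes (14 of 15 genes higher, median log2 fold change 1.5, camera adjusted p = 4.0e-07), endoplasmic reticulum stress (14 of 15, 0.74, 2.2e-05), oxidative stress (12 of 12, 0.78, 0.00404) and inflammation (10 of 12, 1.14, 0.00416). The extracellular matrix (15 of 16, 0.78, 0.00945) and oligodendrocyte lineage lists (7 of 7, 0.60, 0.0361) were also higher. Lower were the synapse (0 of 16 higher, -1.43, 7.8e-07), neuron (0 of 7, -1.60, 8.5e-05) and calcium transport lists (2 of 14, -1.22, 0.0165). Without study-named genes, the extracellular matrix, calcium transport and oligodendrocyte lineage lists were not called in this comparison (0.145, 0.0852 and 0.212). The lists of later activity genes, hypoxia and glycolysis, heat shock, PI3K-Akt, apoptosis, cholesterol synthesis, mitochondrially encoded genes, astrocytes, microglia, and fibroblasts with mural cells were not called, with camera adjusted p values from 0.115 for astrocytes to 0.821 for PI3K-Akt. Of the 221 genes on all lists together, 40 had an unadjusted p below 0.05 in edgeR, 3 were called when adjusted over the list alone, and 0 over all genes tested. The 3 were Fos, Tubb3 and Hk2, chosen after their values were seen, and Fos is a study-named gene.

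In Memantine against Glutamate, camera called the synapse list (16 of 16 genes higher, median log2 fold change 1.79, adjusted p = 2.4e-07), the neuron list (7 of 7, 1.43, 0.000393), calcium transport (12 of 14, 0.99, 0.00245) and cholesterol synthesis (9 of 12, 0.39, 0.00673) as higher. It called endoplasmic reticulum stress (0 of 15 higher, -0.53, 7.9e-05), oxidative stress (0 of 12, -0.43, 0.0164) and the oligodendrocyte lineage (1 of 7, -0.37, 0.0477) as lower. The last 2 were not called without study-named genes (0.0852 and 0.208). The other lists had adjusted p values from 0.0683 for inflammation to 0.836 for mitochondrially encoded genes. With the replicate block, the microglia list was called as lower too (0.0333). Library means of the synapse list were 5.95 and 6.68 log2 CPM in Memantine 1 and 2 and 3.51 in Memantine 3, against 4.01 to 4.66 in Glutamate. Over all lists together, 23 genes had an unadjusted p below 0.05 in edgeR, and 0 were called when adjusted over the list alone or over all genes tested. In the 3 preparations against Glutamate, in the order used above, 6, 2 and 3 had such a p and 0 were called either way.

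In Glutamate_vesicles against Glutamate, the extracellular matrix (16 of 16 genes higher, median log2 fold change 1.11, camera adjusted p = 2.0e-09) and oligodendrocyte lineage lists (6 of 7, 0.54, 0.0164) were higher. Calcium transport (4 of 14 higher, -0.58, 0.0174) and astrocyte lists (1 of 7, -0.53, 0.0231) were lower. Without study-named genes, the extracellular matrix (0.00337) and astrocyte lists (0.0346) were called and the others were not (0.161 for the oligodendrocyte lineage and 0.979 for calcium transport, the median of which was then 0.32). In Glutamate_secret against Glutamate, the extracellular matrix list was higher (12 of 16, 0.77, 0.00404) and cholesterol synthesis was lower (0 of 12 higher, -0.41, 0.000269). The former was not called without study-named genes (0.764, median 0.25 over the 8 remaining genes), and the synapse list was called as lower with the replicate block (0.0341). In Glutamate_BPC against Glutamate, the extracellular matrix list was higher (15 of 16, 0.60, 0.000829) and calcium transport was lower (1 of 14 higher, -0.57, 0.0477). Neither was called without study-named genes (0.209 and 0.739), and the microglia list was called as higher with the replicate block (0.00999). The lists not called had camera adjusted p values from 0.0639 to 0.912 in Glutamate_vesicles, from 0.0612 to 0.948 in Glutamate_secret and from 0.0567 to 0.923 in Glutamate_BPC. With the log2 rRNA share as a covariate, camera called 19 lists, 17 of them among the 24. Lost were cholesterol synthesis in Memantine (0.0548), the oligodendrocyte lineage (0.655), calcium transport (0.287) and astrocytes (0.157) in Glutamate_vesicles, cholesterol synthesis (0.0748) and the extracellular matrix (0.152) in Glutamate_secret, and calcium transport in Glutamate_BPC (0.0957). Newly called was PI3K-Akt as lower in Glutamate_vesicles (0.00856) and in Glutamate_secret (0.0269). Neither was called in the same test without study-named genes (camera adjusted p of 0.0602 and 0.144). Differences between preparations in these lists were not tested. Median, mean and test differed in sign only among lists not called. These were the lists of later activity genes, cholesterol synthesis and PI3K-Akt in Glutamate against Control, and hypoxia and glycolysis in Memantine. They were later activity genes, oxidative stress, cholesterol synthesis, mitochondrially encoded genes and apoptosis in Glutamate_vesicles, and heat shock in Glutamate_secret. In Glutamate_BPC they were the lists of mitochondrially encoded genes, the oligodendrocyte lineage, immediate early genes, neurons and oxidative stress.

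**Figure D5:**
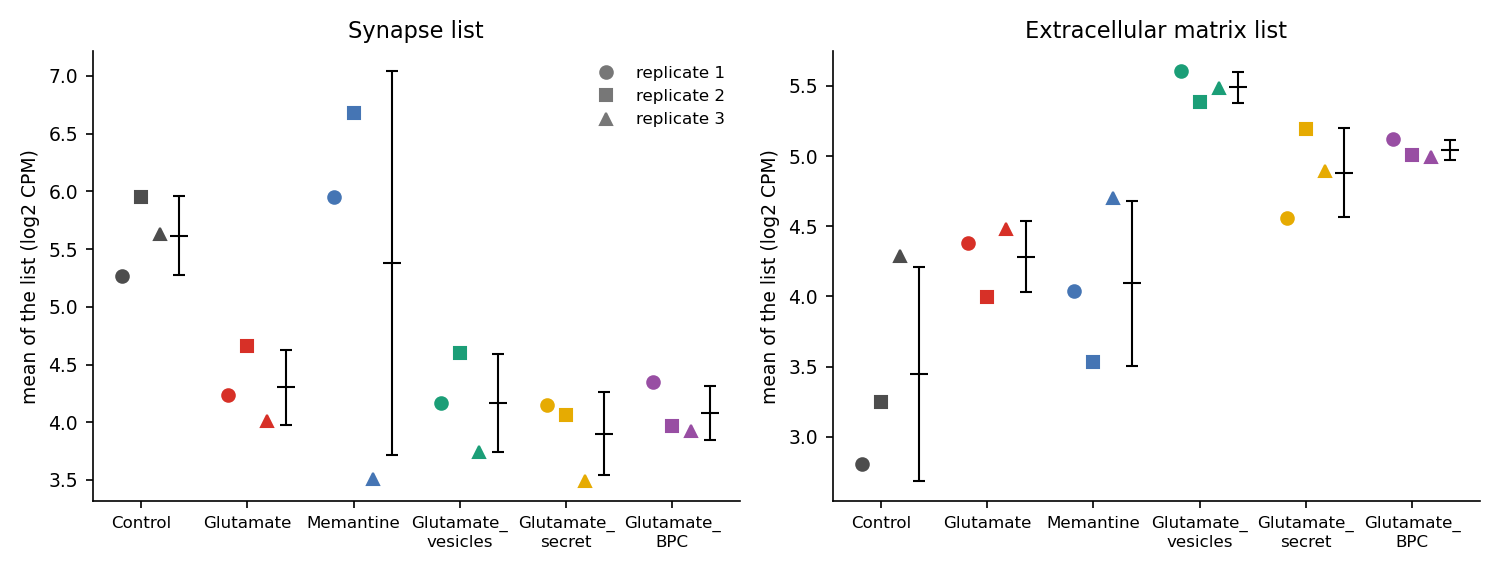
Mean log2 CPM of the genes of the synapse list (left) and the extracellular matrix list (right) in each library of the 6 groups, with the replicate number as the symbol and the mean with SD in black. On the synapse list Memantine 3 (3.51) lies below the Glutamate libraries (4.01 to 4.66), and on the extracellular matrix list the 9 libraries of the preparations (4.56 to 5.60) lie above the Glutamate libraries (up to 4.48).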

Values the study reported

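The study reported that in the comparison of intact control with glutamate, 969 genes were higher in the intact control and 300 were lower. For memantine with glutamate against glutamate alone, it reported 797 genes higher and 300 lower. It reported no differentially expressed genes between the intact control and glutamate with memantine, and gave no threshold beside that statement. The study's methods name an FDR (adjusted p) below 0.05 as the criterion. For vesicles with glutamate against glutamate alone, it reported 190 genes higher and 309 lower, at a p-value below 0.05 and a fold change above 1.5.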

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

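The log2 rRNA share as a covariate, DESeq2 with the replicate block at an unadjusted p, the genes called with that block, the removal of ribosomal RNA rows, the lists without study-named genes, and the gene lists without single libraries were tests chosen after the data were seen. The correction for gene length was not run, since no gene lengths were used here. DESeq2 size factors for edgeR, no filter on low counts, and the removal of ribosomal RNA rows gave the same edgeR counts at an adjusted p below 0.05 in the 11 comparisons, 10 of which had 0 calls, so that this says little about stability. At the unadjusted p with the fold change, no filter gave 255, 184 and 272 genes in the 3 preparations against Glutamate, over 1.5 times the 155, 97 and 153 with the filter. In the other 7 comparisons of 2 groups, and with the other 2 choices, the number stayed within 1.5 times.

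The choice of test changed the counts. In data simulated at the fitted dispersions, DESeq2 had a false share of 34.6% and the likelihood-ratio test of 26.3%, against 0% for the quasi-likelihood test, which recovered 4% of the changed genes. The 0% rests on few calls. At the dispersions left after the replicate block, the false shares were 13.8% and 11.9%, and 3.77% for the quasi-likelihood test. Recovery was then 84.5%, 85% and 76.5% in that order. Part of the added calls may be false for that reason. With the DESeq2 Wald test in place of edgeR, 232 genes were called in Glutamate against Control, 2 in Memantine, 3 in Glutamate_vesicles and 1 in Glutamate_BPC against Glutamate. It called 495 in Glutamate_vesicles, 449 in Glutamate_secret and 256 in Glutamate_BPC against Control, and 88 in Glutamate_vesicles against Memantine. The likelihood-ratio test called 45 genes in Glutamate against Control, 2 in Glutamate_vesicles against Glutamate, and 160, 223 and 61 in the 3 preparations against Control in the same order. It called 11 in Glutamate_vesicles against Memantine. With only the libraries compared, Glutamate_vesicles against Control gave 0 genes in edgeR, with 1596 at the unadjusted criterion below.

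With the replicate number as a block, 166 genes were called in Glutamate against Control, 538, 700 and 251 in the 3 preparations against Control, and 1 in Glutamate_vesicles against Memantine. The block was supported by correlations of at least 0.1 at each number in 5 of 10 comparisons, before any rRNA trend was removed. It was not in Glutamate against Control, where these were 0.59, 0.57 and -0.12, nor for Glutamate_secret (-0.45 at number 3) and Glutamate_BPC (-0.26 at number 3) against Control. With the log2 rRNA share as a covariate the counts were 32 in Glutamate against Control, 1, 1 and 3 in Memantine, Glutamate_vesicles and Glutamate_secret against Glutamate, 57, 581 and 18 in the 3 preparations against Control, and 4 in Glutamate_vesicles against Memantine.

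At an unadjusted p below 0.05 with a fold change above 1.5, edgeR gave 1162 genes in Glutamate against Control and 729, 155, 97 and 153 in Memantine and the 3 preparations against Glutamate. It gave 161, 1665, 1683 and 1628 in these groups against Control, 1035 in Glutamate_vesicles against Memantine, and 55 among the preparations. DESeq2 with the block gave 2436, then 1346, 598, 815 and 633, then 583, 3234, 3691 and 3565, and 2104 for the same comparisons in that order, without the last.

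When libraries were left out in turn, the number called by edgeR ranged from 0 to 254 in Memantine against Glutamate, from 0 to 2 in Glutamate_vesicles against Control and from 0 to 357 in Glutamate_vesicles against Memantine. The highest values, 254 and 357, came without Memantine replicate 3. The cause of the changes with the block, the covariate and single libraries was not tested. The share of genes moved toward Control ranged from 46.0% to 83.2% in Glutamate_vesicles, from 41.6% to 72.2% in Glutamate_secret and from 55.0% to 87.6% in Glutamate_BPC. With the rRNA share as a covariate it was 70.8% in Glutamate_vesicles and 63.4% in Glutamate_secret. Over the genes called with the replicate block it was 69.3% in Glutamate_vesicles and 84.9% in Glutamate_BPC.

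For the gene lists, fry called 0 of 95 and camera with an estimated correlation 1, against 24 with the preset correlation, 19 with the rRNA covariate and 14 without study-named genes. Of 286 values of named genes under other settings, 252 kept direction and call, 23 gained a call and 10 lost it. The direction of 1 was reversed, Ddit3 in Glutamate against Control without Glutamate replicate 1 (-0.45, the lowest, with 1.45 as the highest value without 1 library). Held-out recovery moved by less than its SD under each alternative run. Leaving out 1 of 3 replicates cannot move a mean by its SD, so that this part says nothing about stability. The SD was also wide, at 115 percentage points in Memantine.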

Other observations

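The counts of splits, the counts by edgeR, DESeq2 and the likelihood-ratio test, the unadjusted criterion and the libraries left out in turn were set in advance, and the other tests in this part were chosen after the results they measure were seen.

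The counts of splits alone cannot exclude chance for a comparison of 2 groups, since 6 libraries make 10 splits and the smallest possible share is 0.1. Where the real split called 0 genes in edgeR, 10 of 10 splits have as many by construction, which says nothing about chance. This holds for the numbers of 10 at the adjusted p below. The counts by the other tests and at an unadjusted p are given with each comparison in the report. For Glutamate against Control, 10 of 10 splits gave as many genes at an adjusted p below 0.05 in edgeR, 2 gave as many at the unadjusted p with the fold change, and 1 as many gene lists. For the splits, lists were adjusted within each comparison, which gave 9 lists in the real split here and 8, 4, 2 and 1 in the next 4 comparisons. The split with most genes at the unadjusted criterion, 3608, set Glutamate 1, Glutamate 3 and Control 1 against the rest. In Memantine against Glutamate the numbers were 10, 7 and 2 of 10. In Glutamate_vesicles against Glutamate they were 10, 3 and 3, in Glutamate_secret 10, 6 and 4, and in Glutamate_BPC 10, 3 and 6. For the comparisons without lists, the 2 numbers were 10 and 10 in Memantine against Control, 1 and 1 in Glutamate_vesicles against Control, 10 and 2 in Glutamate_secret against Control, 10 and 1 in Glutamate_BPC against Control, and 10 and 4 in Glutamate_vesicles against Memantine. Where numbers paired the libraries, 4 splits parted all 3 pairs. Of these, as many genes at the unadjusted criterion were given by 2 in Memantine and by 1 each in Glutamate_secret and Glutamate_BPC against Glutamate, and by 1 each in Glutamate_vesicles against Control and against Memantine. In Glutamate_vesicles against Control, edgeR called 0 genes in the 9 other splits. In Glutamate_secret against Control, a split other than the real one called 1175 genes at the adjusted p. It set Glutamate_secret 1, Glutamate_secret 3 and Control 1 against the rest, and gave 5669 genes at the unadjusted criterion. In the F test of the preparations, 60 of 60 drawn splits of the 9 libraries gave as many genes at the adjusted p, again by construction, since 0 were called. At the unadjusted p, 33 gave as many as the 55. The drawn splits mix the replicate numbers, so that this count is a poor guide and chance is left open.

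The spread of the 18 libraries along the first principal component may follow carry-over of ribosomal RNA or a difference between replicate numbers. The pooled correlation with the rRNA share was r = -0.85. Number 1 lay below number 2 in 6 of 6 groups, and the rRNA share of number 1 was the higher in each, so that the pooled value holds both. Over all libraries, centred within numbers, r was -0.65 (adjusted permutation p = 0.018), and -0.38, -0.43 and -0.85 in numbers 1, 2 and 3. The share of ribosomal protein genes had the larger r pooled (-0.90) and centred within numbers (-0.75). Its r was the smaller within number 1 (-0.24) and without its 2 farthest libraries (-0.84, against -0.88 for the rRNA share). The difference between the relations was not tested, and rRNA carry-over is not shown to be the only source. No biological explanation was tested.

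Memantine 3 lay below the Glutamate libraries (4.01 to 4.66 log2 CPM) on the synapse list, with a mean of 3.51 against 5.95 and 6.68 in Memantine 1 and 2. Carry-over of ribosomal RNA is argued against by its share of 8.82%, which lay between those of Memantine 1 (13.9%) and Memantine 2 (4.16%), and depth by its total count, which was above both. A swap with another library of the series would need a partner with high synapse values. The highest of the 12 libraries of Glutamate and the preparations was 4.66, below the lowest Control value of 5.27. A wrong label with no partner cannot be told apart from a failure of protection in that culture, since the nearest library, Glutamate_BPC 3, correlated with it at rho = 0.985 and both explanations allow this. The effect of memantine on that culture was not tested further. Without Memantine 3, edgeR called 254 genes in Memantine against Glutamate and 357 in Glutamate_vesicles against Memantine, where it called 0 with it. With it, 731 and 1039 genes had an unadjusted p below 0.05, DESeq2 called 2 and 88, and the likelihood-ratio test 0 and 11.

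The microglia list was lowest in number 1 of each of the 6 groups (0.51 to 2.27 log2 CPM, against 1.70 to 4.15 in number 2 and 2.71 to 4.11 in number 3). In 3 groups number 3 had more rRNA than number 1, and in 3 of these 3 it still had the higher list mean, which argues against carry-over of ribosomal RNA. A difference in the share of microglia between cultures that bear the same number may underlie the pattern. The labels do not give culture dates, and this was not tested.

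Libraries of the same number deviated together from their group means at numbers 1 and 2, where 15 of 15 pairs of groups had a correlation above 0.1 (0.31 to 0.77 and 0.47 to 0.89). At number 3, 8 of 15 did (-0.45 to 0.57), and the pairs with Control or Glutamate_vesicles mostly did not. After the rRNA trend was removed, 10 of 15 pairs were above 0.1 at number 3, but also 10 at number 1 and 4 at number 2. All pairs with Control were then negative at numbers 1 and 2. Carry-over of ribosomal RNA and separate handling of Control 3 and Glutamate_vesicles 3 cannot be told apart here, because removing the trend lowered the correlations at the other numbers as well.

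The extracellular matrix list was higher in the 3 preparations than in Glutamate, in 9 of 9 libraries (4.56 to 5.60 log2 CPM, against up to 4.48 in Glutamate). Against Memantine, 8 of the 9 lay above its highest library (4.70), and Glutamate_secret 1 lay below it. Of the 16 genes of the list, 8 are study-named genes. Over the other 8 the camera adjusted p against Glutamate was 0.00337 for Glutamate_vesicles (8 of 8 higher), 0.764 for Glutamate_secret (4 of 8) and 0.209 for Glutamate_BPC (7 of 8). For Glutamate_secret the increase may rest on the genes picked by the study, since the others went both ways, and for Glutamate_BPC such a choice cannot be told apart from a broader change, since 8 genes are few. Chance values of the shared Glutamate libraries are argued against for Glutamate_vesicles by the comparison with Memantine over these 8 (0.0111, 7 of 8 higher). For Glutamate_secret and Glutamate_BPC, which the paper does not compare, the whole list was higher than in Memantine (0.00843, 14 of 16, and 0.00143, 15 of 16). That list holds genes that the study picked from these libraries, Memantine among them. The other 8 genes alone were not called (0.606, 6 of 8, and 0.147, 7 of 8). Chance values are therefore left open for these 2 groups. With the log2 rRNA share as a covariate the whole list stayed called in Glutamate_BPC (0.000893, 15 of 16 higher without the covariate). This argues against carry-over of ribosomal RNA as the whole cause there. It was not called in Glutamate_secret (0.152). In Glutamate_vesicles the whole list stayed called (5.6e-06), but the other 8 genes did not (0.403). Carry-over cannot be told apart from an effect of the preparation in these 2 groups, because the samples are few and, for Glutamate_vesicles, the whole list holds genes picked from that group. In Glutamate_vesicles the whole list was also called with the estimated correlation (0.037) and not by fry (0.136). An effect of the vesicles on matrix genes is therefore a hypothesis. RNA brought in by the preparations, gene length and a wrong label were not tested.

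Memantine against Glutamate gave 29 genes lower at an unadjusted p below 0.05 with a fold change above 1.5, and 174 with DESeq2 and the replicate block. Both are lower than the value quoted from the study above. The number higher was 700, and Glutamate against Control gave 303 higher and 859 lower. These lie close to the values quoted above. DESeq2 with the block gave 1172 higher in Memantine, and 764 higher and 1672 lower in Glutamate against Control. These are higher than the values quoted. Glutamate_vesicles against Glutamate gave 69 genes higher and 86 lower in edgeR. Both are lower than the values quoted from the study above. DESeq2 with the replicate block gave 258 higher and 340 lower. These are higher than the values quoted. Test and block were changed together in these DESeq2 counts. In Memantine against Glutamate the total was 729 in edgeR and 1346 in DESeq2 with the block. The edgeR total with the block alone, given in the results above, lay between these, so that the block moved part of it. For Glutamate against Control and Glutamate_vesicles against Glutamate, the parts of test and block were not separated. Memantine against Control gave 161 genes at that criterion and 0 at an adjusted p below 0.05 in edgeR, DESeq2 and the likelihood-ratio test. The former is higher than the value quoted from the study above.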
